A study of Mus musculus with 8 samples. Its data were reported in "Lhx2 Determines Odorant Receptor Expression Frequency in Mature Olfactory Sensory Neurons" (2016).

How the data were processed

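Gene expression was measured in olfactory mucosae dissected from 8 juvenile mice at postnatal day 26, each on an Affymetrix Mouse Gene 1.0 ST array. In 4 mice, Cre recombinase expressed from the Omp locus, which is active in mature olfactory sensory neurons (OSNs), could recombine both floxed alleles of Lhx2 (OmpCre:Lhx2(fl/fl), the Lhx2 conditional knockout). The other 4 were littermate controls in which at most 1 allele could recombine: 3 carried OmpCre and 1 floxed allele, and 1 (control replicate 1) carried a floxed allele without Cre. Groups were taken from the phenotype given per mouse, and replicate numbers only name a mouse within its group, so they pair nothing. The study drew knockouts and controls from the same litters, but the litter of each mouse is not given in the sources used here. Mouse numbers in the sample titles start with 5, 7 or 9, and these 3 groups of numbers are here called title series 5 (2 knockouts and 2 controls), 7 (1 and 1) and 9 (1 and 1). They were treated as a possible batch, and differences within each series are given beside the main results.

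The deposited values are log2 expression values that the authors produced with Affymetrix Expression Console (version not given in the sources used here). The signals of all exons of a gene were combined into 1 value per transcript cluster, starting from equal amounts of total RNA. The background correction and summarisation settings are not given in the sources used here. Values ran from 2.35 to 14.6 over the 8 arrays and were used as deposited. The study rescaled its values to a long list of mRNAs specific to mature OSNs, which is not used here. In the deposited values, the median difference over all named clusters was 0.05. Arrays give no counts, so precision is limited by the number of arrays.

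The table held 35557 transcript clusters. Names came from the platform annotation, updated through Entrez IDs with a RefSeq gene table of the mouse assembly GRCm38.p6, which was also used for chromosomes and neighbouring genes. No coordinates are printed because the assembly behind the array design is not given in the sources used here. Of these clusters, 21789 had 1 gene symbol (21698 matched by Entrez ID), 1621 had several and 12147 had none. The 23410 clusters with at least 1 symbol were tested, and genes were named only from clusters with 1 symbol. Where a gene had several clusters, the one with the highest mean over the 8 arrays was used. Odorant receptors (ORs) were clusters with a single Olfr symbol, and class I ORs, the receptors related to those of fish, were taken from the numbers in their symbols. Trace amine-associated receptors (TAARs), vomeronasal receptors and OR pseudogenes were likewise taken from symbols. Closely related receptors can share probes, so single receptor values carry that uncertainty.

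Knockouts were compared with controls by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate and Benjamini-Hochberg adjustment over the 23410 clusters. A cluster was called changed at an adjusted p under 0.05. Adjusted p-values of single genes are from this fit, and ± after a log2 change is its standard error. For receptor families, marker lists and chromosomes, the mean log2 value per array was compared by an exact two-sided permutation test over the 70 assignments of 8 arrays to 4 and 4, whose smallest p is 0.0286, with adjustment over 6 receptor families, 17 marker lists or 13 chromosomes. Marker lists were also tested with camera of limma (preset inter-gene correlation of 0.01, and estimated correlation) and with fry. The script was tested on simulated data made from these arrays of 23410 clusters. In the comparison of 4 knockout with 4 control arrays it recovered 64.2% of log2 changes of 0.5, 91.0% of changes of 1 and 98.5% of changes of 2, with 8 false calls among 177. Changes of these sizes were given to 67, 67 and 66 clusters. That is fewer than were called in the real data, so these rates check the script and are not the power of the real comparison. Figures were drawn with matplotlib 3.10.9.

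The tests, the alternatives, the marker lists and the rule for named genes were fixed before the data were examined. Named are Lhx2, Omp, all TAARs, 12 ORs that the study probed by in situ hybridization, 4 ORs that it called higher, the 12 called ORs with the largest decrease and up to 6 with the largest increase, and the 10 called genes with the largest decrease and the 10 with the largest increase outside these families. The last 3 groups required all 4 knockout arrays to lie on one side of all 4 controls. For each list, up to 4 called members with the smallest p were named, or the 2 brightest members where none was called. Genes named outside this rule are marked as chosen after their values were seen. The marker lists covered mature OSNs, immature OSNs, basal cells and progenitors, cell division, sustentacular cells, glands and respiratory epithelium, macrophages, blood, cartilage with bone and muscle, olfactory ensheathing and Schwann cells, the vomeronasal organ, non-canonical olfactory neurons, OR gene choice with the unfolded protein response, axon guidance and sorting, zones of the epithelium, apoptosis, and immediate early genes. Some list members had no cluster of their own on the array, most of all in the blood list (2 of 7 measured) and the apoptosis list (8 of 13 measured). Omp was kept out of the mature OSN list because Cre replaces its coding sequence.

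Alternatives were quantile normalization, centring on the array median, rescaling to the mature OSN list, the methods' t-test, that test at the study's thresholds on rescaled values, other settings of limma (trend and robust, array weights), brighter clusters alone, an adjusted p under 0.01, all rows of the table, 1 cluster per gene, the title series as a block, Xist as a covariate, class I ORs taken by their place on chromosome 7, and leaving out each mouse in turn. Centring on the median of the mature OSN list, the t-test at the study's thresholds without rescaling and leaving out both mice numbered 3 were added after the data were seen. No arrays were copies of each other: at most 0.0422% of values were identical between a pair. The lowest correlation within a group over the named clusters was 0.992, and the highest between groups was 0.987. The first principal component (56.4% of variance) separated knockouts from controls, and the second (16.7%) separated title series 5 from the others.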

Results

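Olfactory mucosae of 4 OmpCre:Lhx2(fl/fl) mice and 4 littermate controls were compared at postnatal day 26. Lhx2 is a LIM homeodomain transcription factor of OSNs, the neurons of the nose that each express 1 OR gene. The study asked whether OR and TAAR mRNAs still depend on Lhx2 when the gene is deleted only once OSNs are mature. The array measured 1023 OR clusters of 1015 OR genes, 12 TAAR clusters and 22260 clusters free of OR and TAAR symbols.

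Lhx2 mRNA (transcript cluster 10471833) fell by 0.25 ± 0.06 on the log2 scale, or 16% (adjusted p = 0.0383). Values were 12.39, 12.33, 12.29 and 12.33 in control replicates 1 to 4 and 12.03, 11.99, 12.17 and 12.16 in knockout replicates 1 to 4, so the groups did not overlap. The cluster covers all exons while only the first exons are floxed, and cells other than mature OSNs keep the gene, so the design allows only a partial decrease. The study also states that OmpCre recombines Lhx2 incompletely. It attributes remaining expression of Lhx2-dependent ORs mostly to OSNs that keep Lhx2. The Lhx2 differences within title series 5, 7 and 9 were -0.36, -0.12 and -0.17. The adjusted p no longer passed when any mouse other than knockout replicate 3 was left out (0.0566 to 0.130) or after centring on the array median (0.117), and relative to the mature OSN list Lhx2 was higher by 0.29. Omp, the mature OSN gene that carries the Cre insertion, fell by 0.84 ± 0.15 (adjusted p = 0.00568). Relative to the mature OSN list its change was -0.29 and no longer passed (adjusted p = 0.0925). Its level was 13.78 in the control without Cre, 13.56, 13.22 and 13.27 in the controls with Cre, and 12.37 to 12.88 in the knockouts.

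OR mRNAs made up much of what changed. Of 23410 clusters, 1965 were called, 1473 lower and 492 higher in knockouts, and 43.4% of the called clusters were ORs. Outside the OR and TAAR families, 999 clusters were called, 507 lower and 492 higher. That split depended on the scaling and model: it was 403 lower and 1028 higher after centring on the array median (median shift over all named clusters 0.11), 513 and 712 after quantile normalization, 736 and 974 with the title series as a block, and 730 and 1084 with array weights. Centring on the mature OSN list raised nearly every knockout value and moved the split to 88 lower and 21607 higher, with a median shift of 0.59, so counts under that setting are informative for receptors only relative to mature OSN markers.

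Nearly the whole OR family was less abundant in knockouts. Of 1023 OR clusters, 853 (83.4%) were called lower and none higher in limma, and 996 (97.4%) had a negative fold change. Adjusted over the list alone, 919 OR clusters were lower and 4 higher. At an unadjusted p under 0.05, 4 ORs were higher (Olfr401, Olfr1465, Olfr1230 and Olfr917, the last 2 named after their values were seen), and the methods' t-test called 724 lower and 0 higher. With array weights, with the title series as a block, or without control replicate 3 or control replicate 4, 1 OR was called higher (Olfr1465 with array weights and without control replicate 3, Olfr1230 in the other settings). The mean OR abundance was 48.0% lower over all OR clusters and 54.4% lower over the called ones. The largest decreases were those of Olfr541 (transcript cluster 10558670; -2.78 ± 0.17, 6.89 times lower, adjusted p = 4.22e-06) and Olfr727 (-2.68 ± 0.19), which had a control level of 11.51. They were followed by Olfr181 (-2.50), Olfr191 (-2.46), Olfr729 (-2.41), Olfr1294 (-2.35), Olfr213 (-2.35), Olfr1507 (-2.28), Olfr1097 (-2.27), Olfr740 (-2.26), Olfr53 (-2.25) and Olfr1257 (-2.23).

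**Figure D1:**
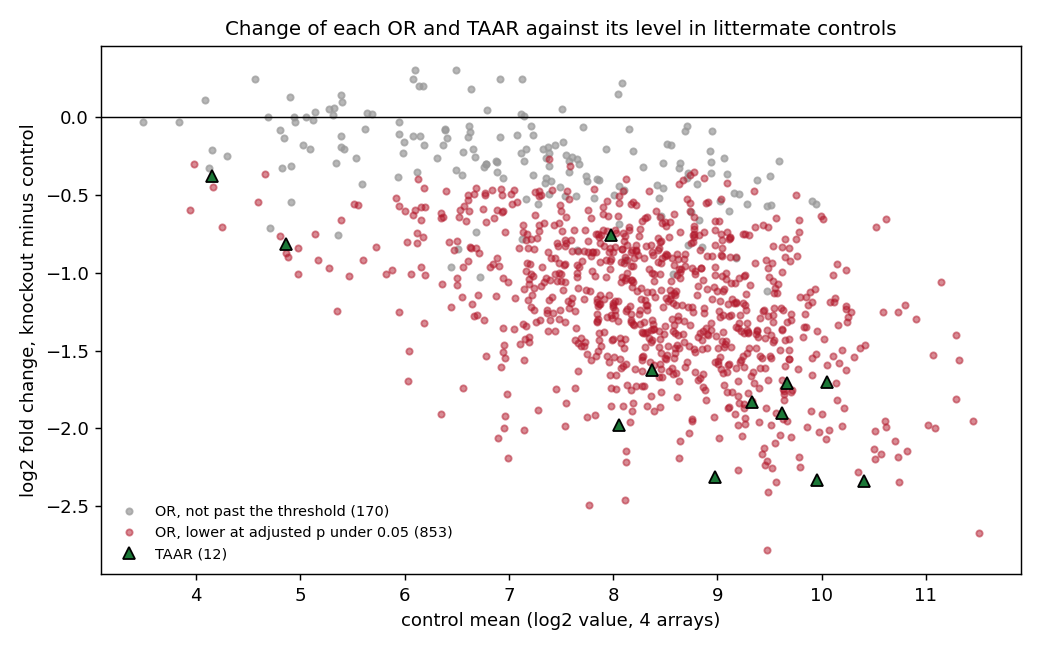
Log2 fold change of each OR and TAAR transcript cluster (knockout minus control, y axis) against its mean log2 value in the 4 littermate controls (x axis). Red points are the 853 ORs called lower, grey points the 170 not called, and green triangles the 12 TAARs; most points lie below 0.

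Taken as 1 value per mouse, the OR family mean fell from 8.13 ± 0.06 (SD, n = 4) to 7.08 ± 0.07 (SD, n = 4), a difference of -1.05 that corresponds to 51.6% (exact permutation p = 0.0286, adjusted p = 0.0343). All 4 knockouts lay below all 4 controls, and the differences within the title series were -1.0, -0.96 and -1.22. The study asked whether this exceeds a decrease of mature OSN mRNAs. The mean of 17 mature OSN markers fell by 0.54 on the log2 scale, or 31.4%, and the OR mean fell by 0.50 more than these markers (exact permutation p = 0.0286), with -0.48, -0.38 and -0.66 within the title series. Leaving out any 1 marker gave -0.46 to -0.59. Relative to the mature OSN list, 645 OR clusters were called lower and 88 higher, so a list that falls this far changes the number of ORs counted in each direction.

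**Figure D2:**
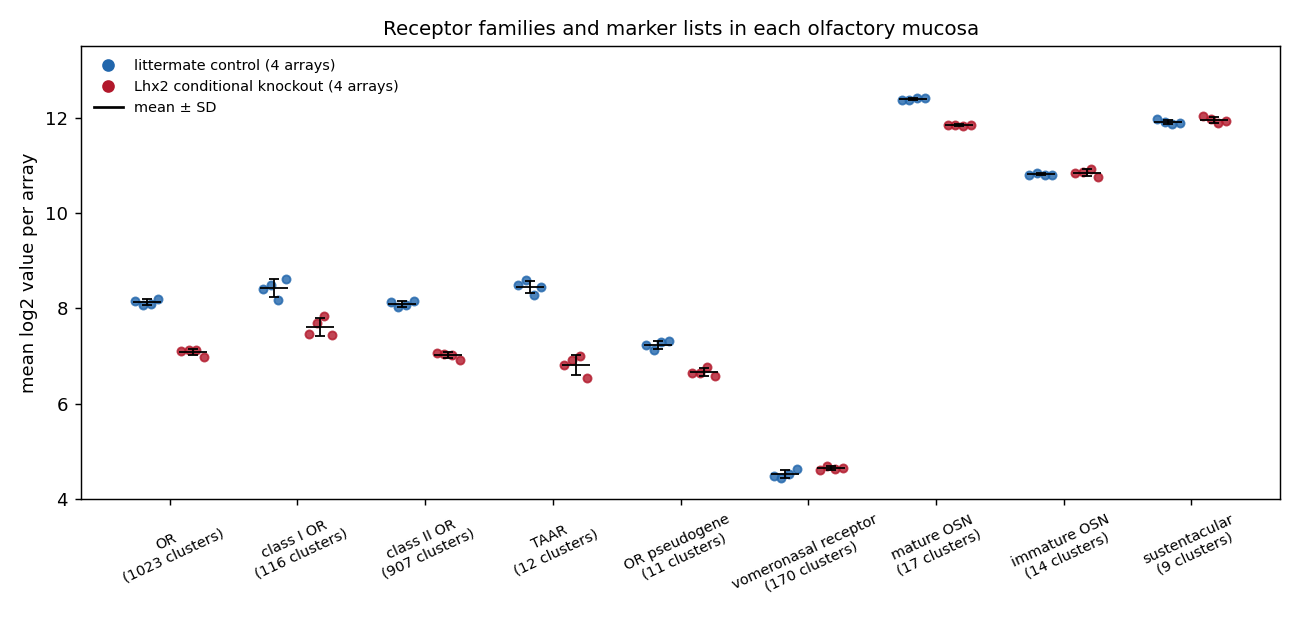
Mean log2 value per array (y axis) of the receptor families and of the mature OSN, immature OSN and sustentacular cell lists in 4 littermate controls (blue) and 4 knockouts (red), with group mean and SD. The OR mean is 8.13 in controls and 7.08 in knockouts, while the vomeronasal receptor mean is 4.53 and 4.65.

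Both OR classes were lower. Among class II ORs, 776 of 907 (85.6%) were called and the mean shift was -1.08, and among class I ORs, which are expressed in the dorsal epithelium, 77 of 116 (66.4%) were called with a mean shift of -0.81 (exact permutation p = 0.0286 for each, adjusted p = 0.0343). The difference between the class shifts, 0.27, was within the spread between mice (exact permutation p = 0.114). It varied between the title series (0.15, 0.72 and 0.05), and without knockout replicate 1 it was 0.33 (exact permutation p = 0.0286). The class I shift itself was -0.32 in title series 7, against -0.87 in title series 5 and -1.17 in title series 9.

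OR clusters with brighter signal had larger changes. Split into 4 groups of equal size by their mean over the 8 arrays, ORs had median log2 changes of -0.75, -1.03, -1.18 and -1.23 from the dimmest to the brightest group, and 68.6%, 84.0%, 92.2% and 88.7% were called. The brightest group fell by 0.44 more than the dimmest (exact permutation p = 0.0286), with -0.41, -0.32 and -0.61 within the title series. Signal levels of different probes are not abundances, and fold changes near the array background are compressed, so the lower values of the dimmest group are no measure of a smaller response. The split also used the knockout arrays, so a large decrease itself moves an OR towards the dimmer groups. Over 10 bins of control level, median OR changes were -0.38 in the dimmest bin and -1.49 in the brightest. The decrease extended over the genome, with lower means on each of the 13 chromosomes that carry at least 10 OR clusters (exact permutation p and adjusted p = 0.0286 for each). The mean shift ran from -0.76 on chromosome 4 (21 clusters, 14 called) to -1.63 on chromosome 16 (34 clusters, 32 called); differences between chromosomes were not tested. Chromosome 2, which also carries Lhx2, had the most OR clusters (276, of which 236 were called) and a mean shift of -1.04.

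**Figure D3:**
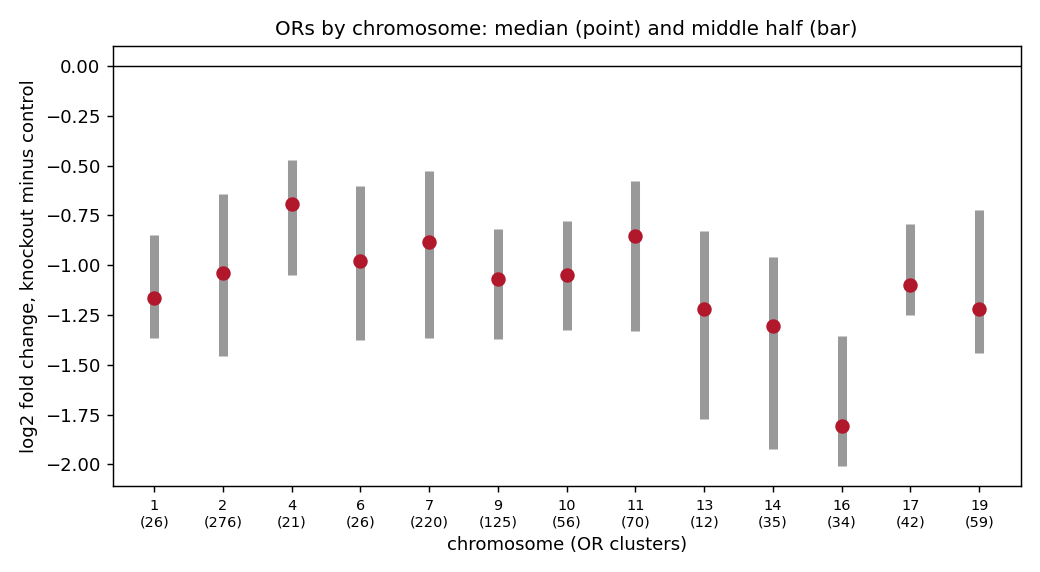
Log2 fold change of ORs (knockout minus control, y axis) by chromosome (x axis, with the number of OR clusters), as the median (point) and interquartile range (bar). Medians lie below 0 on all 13 chromosomes, and lowest on chromosome 16 (-1.81).

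TAARs, the other receptor family of OSNs, had a larger mean decrease than ORs, though the difference between the families was not tested. Of 12 TAAR clusters, 11 were called lower, and their mean fell by 1.64 on the log2 scale, or 67.9% (exact permutation p = 0.0286, adjusted p = 0.0343; -1.68, -1.29 and -1.90 within the title series). Taar4 (-2.34 ± 0.15), Taar3 (-2.33 ± 0.13) and Taar9 (-2.31 ± 0.24) had the largest decreases, to 0.198, 0.198 and 0.201 of the control level. Taar2 (-1.98), Taar7e (-1.90), Taar6 (-1.83), Taar7d (-1.71), Taar7b (-1.70), Taar7f (-1.63), Taar8b (-0.81) and Taar5 (-0.75) were also called, and adjusted over the list alone all 12 were lower and none was higher. Taar8c, the dimmest at a control level of 4.15, had a change of -0.38 ± 0.13 (adjusted p = 0.154), which passed without control replicate 3 (-0.48, adjusted p = 0.0406). Relative to the mature OSN list, 9 TAAR clusters were called lower. Taar5 (-0.21, adjusted p = 0.111) and Taar8b (-0.27, adjusted p = 0.131) no longer passed there, and Taar8c was at 0.17.

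Of the 12 ORs that the study probed by in situ hybridization, 10 were lower here. How they were chosen is not given in the sources used here, so the count is not taken as independent evidence. Adjusted over the list alone, 11 were lower and 1, Olfr1465, was higher. Olfr15 (-2.0 ± 0.12) and Olfr6 (-1.95 ± 0.18) fell most, followed by Olfr615 (-1.33), Olfr90 (-1.28), Olfr17 (-1.19), Olfr129 (-1.17), Olfr545 (-1.12), Olfr1440 (-1.07), Olfr963 (-0.97) and Olfr308 (-0.85). Olfr156 had a change of -0.53 ± 0.15 (adjusted p = 0.0677), which passed without control replicate 2 (-0.68, adjusted p = 0.00404) and after quantile normalization (-0.55, adjusted p = 0.0446), and Olfr1465 one of 0.25 ± 0.09 (adjusted p = 0.171). None of the 4 ORs that the study called higher on these samples, after rescaling, passed in the main fit, which is not rescaled. Besides Olfr1465, Olfr401 had a change of 0.22 (adjusted p = 0.238), Olfr574 of 0.02 and Olfr1462 of 0.00. Olfr1465 passed without control replicate 3 (0.33, adjusted p = 0.0257). Relative to the mature OSN list all 4 were higher, by 0.55 to 0.79.

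Other receptor sequences did not follow the ORs alike. OR pseudogenes were lower by a mean of -0.57 (5 of 11 clusters called, 6 lower and 1 higher adjusted over the list alone; exact permutation p = 0.0286, adjusted p = 0.0343; -0.53, -0.52 and -0.71 within the title series), but relative to the mature OSN list their shift was -0.027. Vomeronasal receptors, which have little expression in this tissue and a mean level of 4.53 in controls, shifted by 0.12 (exact permutation p = 0.0857; 0.19, 0.10 and 0.02 within the title series). Of 170 vomeronasal receptor clusters, limma called none lower (0 at an unadjusted p under 0.05) and 5 higher (31 at an unadjusted p under 0.05; Vmn2r93, Vmn2r81, Vmn1r86, Vmn1r233 and Vmn1r84, named after their values were seen; 0.37 to 0.61), and adjusted over the list alone none was called. The family shift was 0.16 without control replicate 4 (exact permutation p = 0.0286) and 0.074 after quantile normalization (exact permutation p = 0.0286).

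Genes of the mature OSN fell together, though to very different degrees. Of 17 measured markers, 15 were called lower and none higher in limma, both over all genes and adjusted over the list alone (0 higher at an unadjusted p under 0.05). Cnga4, the modulatory subunit of the olfactory cyclic nucleotide-gated channel, fell by 2.02 ± 0.12, while its channel partner Cnga2 fell by 0.49 ± 0.05 (0.058 relative to the mean of its own list). Gng13, a G protein gamma subunit, fell by 1.0 ± 0.11 and Ric8b, which assists the olfactory G protein, by 0.53 ± 0.06. The list mean shifted by -0.54 (camera adjusted p = 1.19e-18, and adjusted p = 0.00108 with an estimated correlation), with -0.52, -0.58 and -0.56 within the title series. The exact test gave p = 0.0286 but adjusted p = 0.121, the smallest that 17 lists allowed in these data. The immature OSN list showed no such change (shift 0.03, exact permutation p = 0.600, fold 1.02). Adjusted over the list alone, 1 of its 14 members was lower and 4 were higher. Tubb3, a neuronal tubulin, was higher (0.41 ± 0.06) and Stmn4 lower (-0.59 ± 0.13, not called without either of control replicates 1 and 2 or of knockout replicates 2 and 4).

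Axon guidance and sorting genes changed in both directions. Of 15 members, 7 fell and 2 rose (8 and 2 adjusted over the list alone). Kirrel3, an adhesion molecule of OSN axons, fell by 1.52 ± 0.11, Plxna3, a semaphorin receptor subunit, by 0.79 ± 0.08 and Nrp1, a semaphorin receptor, by 0.56 ± 0.07, while Sema3f, a secreted semaphorin, rose by 0.67 ± 0.06. The list mean shifted by -0.27 (camera adjusted p = 0.000602, adjusted p = 0.0461 with an estimated correlation; exact permutation adjusted p = 0.121; -0.29, -0.29 and -0.21 within the title series), but by 0.28 relative to the mature OSN list. Kirrel2 is on both lists. Relative to the mature OSN list, Nrp1 was at -0.015 (adjusted p = 0.850) and was no longer called. Kirrel3 (-0.98), Plxna3 (-0.24) and Sema3f (1.21) were still called there.

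The other 14 lists held few changed genes, and camera called none of them with either correlation. Cell division (camera adjusted p = 0.0895) passed with the title series as a block (adjusted p = 0.0315), after quantile normalization (adjusted p = 0.0494), and without control replicate 2 (adjusted p = 0.0104), control replicate 3 (adjusted p = 0.0265) or knockout replicate 4 (adjusted p = 0.0113), but in none of these with an estimated correlation (adjusted p = 0.600 to 0.773). The mixed test of fry asks whether members change in either direction. It passed for OR gene choice and the unfolded protein response (adjusted p = 2.65e-07) and for zone markers (adjusted p = 2.46e-05). It also passed for non-canonical olfactory neurons (adjusted p = 4.68e-06) and for immature OSNs (adjusted p = 6.79e-06). By the directional test of fry, which asks only whether a list moves on balance, non-canonical olfactory neurons also passed (adjusted p = 0.0279). Only 1 of their 9 members, Pde2a, was called, and the list median was 0.02. The list means shifted by 0.20 for these neurons, 0.15 for cell division, 0.13 for the vomeronasal organ, 0.12 for blood, 0.07 for basal cells and progenitors, 0.07 for macrophages, 0.06 for cartilage, bone and muscle, 0.06 for ensheathing and Schwann cells, 0.05 for sustentacular cells, 0.05 for apoptosis, -0.06 for OR gene choice and the unfolded protein response, -0.076 for glands and respiratory epithelium, -0.15 for immediate early genes and -0.18 for zone markers. In the exact test none passed after adjustment (0.121 to 0.743). The single called members were prominent. Pde2a, a cGMP-stimulated phosphodiesterase of guanylyl cyclase D neurons, rose by 1.60 ± 0.11 (3.02-fold). Nqo1, an enzyme of dorsal OSNs, fell by 1.15 ± 0.11. Atf5, a transcription factor of the unfolded protein response in OSNs, fell by 0.43 ± 0.06, and Ebf3, which binds OR promoters, by 0.22 ± 0.05. Foxj1, a regulator of motile cilia, fell by 0.42 ± 0.10. The Ebf3 call held only without control replicate 3 among the leave-outs and was lost after centring on the array median, and the Foxj1 call only without control replicate 3 or knockout replicate 1. Relative to the mature OSN list Atf5, Ebf3 and Foxj1 were higher, by 0.12, 0.33 and 0.12. Adjusted over the list alone, the counts of these 14 lists were the same except for 1 immediate early gene called lower. The brightest members of uncalled lists stayed near 0, such as Cyp2g1 (0.04 ± 0.05) and Cbr2 (0.06 ± 0.07) of sustentacular cells, Sox2 (0.00) and Ezh2 (0.10) of basal cells, Pcna (-0.01) and Ccna2 (0.19) of dividing cells, Lyz2 (0.05) and Csf1r (-0.10) of macrophages, and Casp9 (0.00) and Bcl2l11 (-0.15) of apoptosis. The same held for Ibsp (0.10) and Alpl (-0.11) of bone, Fabp7 (0.12) and Pmp22 (0.13) of glia, Gnao1 (0.07) and Gnai2 (0.02) of vomeronasal neurons, and Alas2 (0.15) and Slc4a1 (0.10) of blood. The activity genes Nr4a1 (-0.48 ± 0.13, adjusted p = 0.0587) and Egr1 (-0.12) were not called. Nr4a1 passed with the title series as a block (-0.48, adjusted p = 0.0365). It also passed without knockout replicate 4 (-0.58, adjusted p = 0.0250) or control replicate 3 (-0.57, adjusted p = 0.0301). Both genes changed sign relative to the mature OSN list, Nr4a1 to 0.060 (adjusted p = 0.677) and Egr1 to 0.43 (adjusted p = 0.0524).

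**Figure D4:**
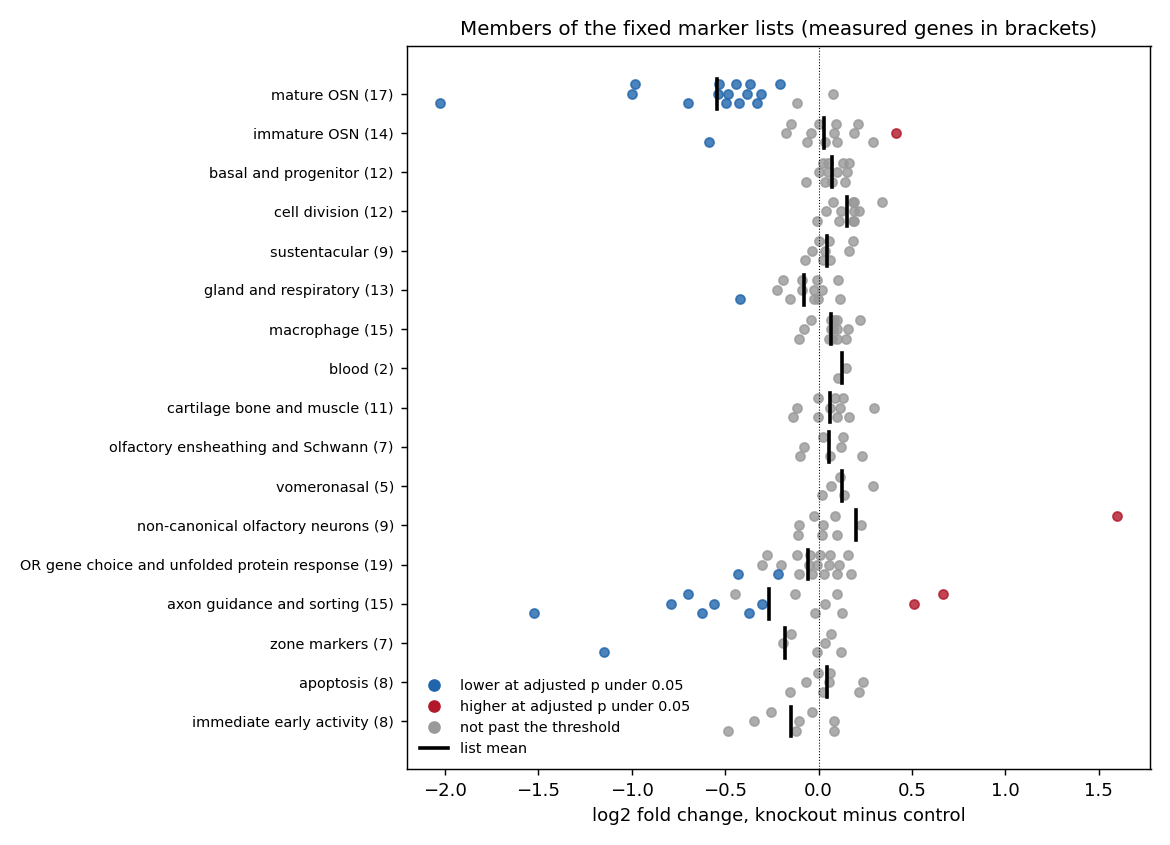
Log2 fold change (knockout minus control, x axis) of each measured member of the 17 marker lists (y axis, with the number measured). Blue points were called lower, red points higher and grey points neither, and black bars are list means, which run from -0.54 for mature OSN markers to 0.20 for non-canonical olfactory neurons.

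Outside the receptor families, single genes changed as much as the ORs. The largest decreases were in Rgs7, a regulator of G protein signaling (transcript cluster 10360418; -2.17 ± 0.09, 4.49 times lower, adjusted p = 1.02e-06), Ifit1, an interferon-induced RNA-binding protein (-2.15 ± 0.18), Cnga4 (-2.02), Cpn1, a carboxypeptidase subunit (-2.01), and Fam217a (-1.99). Dcdc2a, a doublecortin domain protein (-1.72), Sema7a, a membrane-anchored semaphorin (-1.60), Efna3, an ephrin (-1.56), Slc8a1, a sodium-calcium exchanger (-1.55), and Faim2, a neuronal inhibitor of Fas-induced death (-1.54), followed. The largest increases were in Tshr, the thyrotropin receptor (transcript cluster 10397606; 2.54 ± 0.10, 5.82-fold, adjusted p = 7.81e-07), Nmur1, a neuromedin U receptor (2.07 ± 0.13, 4.19-fold), Gucy1a2, a subunit of soluble guanylyl cyclase (2.06 ± 0.10), Zmynd8, a chromatin reader (1.97 ± 0.17), and Nrxn3, a neurexin (1.93 ± 0.07). Meltf (1.90 ± 0.26), the calpain Capn8 (1.86), the adhesion molecule Ntm (1.74), the potassium channel Kcnd3 (1.69) and Mtnr1a, a melatonin receptor (1.65), followed. Tshr and Mtnr1a were dim in controls (6.03 and 5.76), while Zmynd8 rose from 10.62 to 12.59. Of the 999 called clusters outside the OR and TAAR families, 979 showed no overlap between the 4 knockout and 4 control arrays. Over all clusters 14.3% were separated in this way, where chance gives 2.86%.

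**Figure D5:**
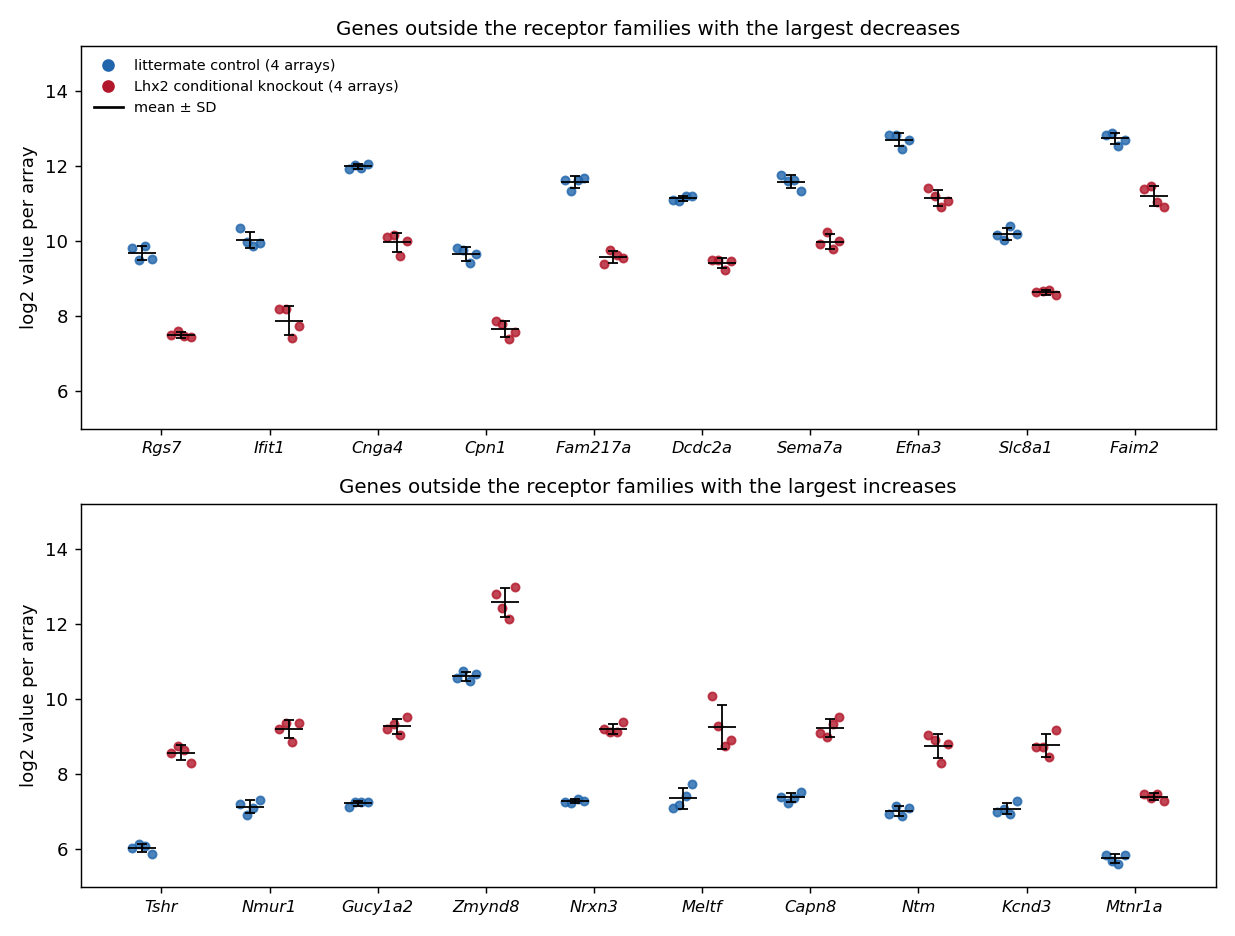
Log2 value per array (y axis) of the 10 genes outside the receptor families with the largest decreases (upper panel) and the 10 with the largest increases (lower panel) in 4 littermate controls (blue) and 4 knockouts (red), with group mean and SD. Tshr rises from 6.03 to 8.58 and Rgs7 falls from 9.67 to 7.51, with no overlap between groups for any gene shown.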

Values the study reported

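For mice with Lhx2 deleted in mature OSNs, the study reported 765 OR mRNAs and 12 TAAR mRNAs of decreased abundance, and 4 OR mRNAs of increased abundance, at p < 0.01 and FDR < 1% with n = 4. These counts followed a rescaling to 12% fewer mature OSNs, taken from 581 mRNAs specific to mature OSNs. The study's 12 TAARs are not the 12 clusters measured here. They include Taar7a and Taar8a, which are not among these clusters, and leave out Taar8b and Taar8c, which are. The mean reduction after rescaling was given as 41% over all OR mRNAs and as 53% over those that reached significance. Lhx2 mRNA was reported as 16% lower, and 697 mRNAs specific to immature OSNs as 1.06 ± 0.13-fold the littermate level. The largest OR increase was given as 1.3-fold, for Olfr1465. Counts of cells labelled for Olfr1465 by in situ hybridization, which were very low, did not differ between these mice and controls in the study.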

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

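The comparison of ORs with mature OSN markers was planned, but its use as a test of an explanation, and the tests of clusters at the signal level of ORs, of other cell types, of decreases beyond the mature OSN list and of mixed RNA, were chosen only after the results they bear on were seen. In each group of 4 mice, a mouse was singled out when its gap to the nearest other mouse was large against the group's range. The gap took up at least 0.833 of the range in every group where a mouse was singled out. These were 13 of 268 groups over 134 measures, where chance gives about 1 in 20.

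The OR mean of knockout replicate 4 was 6.98, below the 7.11 to 7.13 of the other knockouts. The same mouse stood low for Olfr740 (7.08, others 7.30 to 7.34) and high for the activity genes Nr4a1 (9.40, others 8.97 to 9.04) and Egr1 (8.61, others 7.87 to 7.94), which was as high on control replicate 4 of the same title series (8.65). Knockout replicate 3 stood low for Dcdc2a (9.22, others 9.47 to 9.5) and Cnga2 (12.56, others 12.65 to 12.66), and knockout replicate 2 high for Olfr53 (7.78, others 7.43 to 7.48). Control replicate 1, the mouse without Cre, stood low for Olfr17 (9.79, others 10.16 to 10.23) and Gucy1a2 (7.13, others 7.26). Control replicate 2 stood apart for the immature OSN list (10.84, others 10.80 to 10.81), Cnga2 (13.13, others 13.11 to 13.12) and Fam217a (11.34, others 11.63 to 11.68), and control replicate 3 for Olfr1097 (9.38, others 9.11 to 9.16). Among 12147 clusters without a gene symbol, tested on their own, 19 were called lower (median -1.33) and 5 higher (median 1.48).

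For the OR decrease, chance could be excluded: 1 of the 35 splits of the 8 arrays into 4 and 4, the real one, called as many OR clusters (853, at most 0 in any other). Fewer mature OSNs alone are argued against, since ORs fell by 0.50 more than mature OSN markers (exact permutation p = 0.0286), as is a shift of all clusters at the signal level of ORs, since clusters outside the receptor families had medians of 0.022 to 0.088 over 10 bins of OR control level, against -1.04 for ORs. Uncalled ORs were dimmer in the controls than called ones in 75% of pairs. They had the larger SD between mice in 57.7% (95% bootstrap interval 52.8% to 62.6%), with a median SD of 0.230 against 0.209. Their median change was -0.26, and 32 of the 170 lay below -0.5. It stays open whether low signal or spread hid a larger decrease or whether their decrease was smaller. Adjacent ORs changed alike (r = 0.187 across 998 pairs of genes, which are not independent, against 0.182 for the highest of 10000 shuffles within chromosomes), which is consistent with regulation shared by neighbours but also with probes shared by related receptors. Loss of Lhx2 remains the explanation the design names, and probe sharing was not tested.

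For the 999 changed clusters outside the OR and TAAR families, chance could be excluded (1965 calls over all genes in the real split, the only 1 of 35 with as many, and at most 47 in any other, the split between title series). Sustentacular, gland, macrophage, skeletal and ensheathing cells are argued against, since the largest shift of their 5 lists was -0.076. Multiciliated cells (Foxj1 -0.42, Dynlrb2 -0.22) and lists outside that test, such as vomeronasal organ (0.13) and blood (0.12), stay open. The list of non-canonical olfactory neurons had a mean shift of 0.20 but a median of 0.02. Of its 9 members only Pde2a (1.60) was called. More guanylyl cyclase D neurons are argued against below for the Pde2a increase, and the other neurons of that list stay open. Also argued against are genes lying beside ORs as a cause of the decreases (called lower 0.489 times as often as other genes, 1.20% of 251, 95% exact interval 0.247 to 3.45%). The chromosome segment that travels with the floxed allele, taken as the 150 annotated genes on each side of Lhx2, held 9 of the 980 called clusters placed on the reference (0.918%), too few to be the whole cause, although 10.1% of 89 clusters there were called against 4.71% elsewhere (Fisher's exact p = 0.0381). Of the 507 decreases, 88 (17.4%) were still called lower relative to the mature OSN list, so they fell by more than its mean. Whether fewer mature OSNs alone could cause this stays open, since the list's own members ran from -2.02 (Cnga4) to 0.08 (S100a5). Its members Cnga4 and Gng13 were also still called after the centring. For the other decreases, fewer mature OSNs cannot be told apart from other causes either. Of the lost calls, 80% had a fold smaller than the shift that the centring removes.

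Xist and Y-linked transcripts appeared together on knockout replicate 3 and control replicate 3, where Xist was 9.35 and 9.12 (12.65 to 12.77 on the 3 arrays with high Xist, 6.14 and 6.64 on the 2 with the lowest) and Eif2s3y 11.15 and 11.27. Smaller signs of both stood on control replicate 2 (Xist 8.15, Eif2s3y 10.49) and on knockout replicate 4 (Xist 12.77, Eif2s3y 6.71 against 4.99 and 4.70 and Uty 6.15 against 4.66 and 5.01 on the other 2 arrays with high Xist). RNA of the other group mixed into both arrays cannot be told apart from differences between mice: over all called clusters its estimated share was 1.77% on knockout replicate 3 and 9.96% on control replicate 3, where Xist implies 8.86% and 7.42%, and the 95% prediction spread of that estimate, from the other 6 arrays, was 14.7 percentage points either way. Without both arrays 829 ORs were called lower. Mixing with RNA of the same group, or of mice outside the series, was not tested.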

How the results depend on the processing

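Tests after centring on the median of the mature OSN list, at the study's criteria without rescaling, and without both mice numbered 3 were chosen after the data were seen. Of 226 values that answer a comparison, 193 were classed as unchanged, as were 177 of 203 for marker lists and 1063 of 1140 for named genes. Unchanged values kept, for a test, their side of the threshold. They also kept their direction, except that small changes of genes not called could change sign. Olfr574, for example, was at 0.02 in the main fit and -0.03 after quantile normalization. Counts were allowed a wide margin: 2814 changed clusters with array weights were classed as unchanged from 1965. The 1092 with brighter clusters alone were classed as moved. With the title series as a block the exact test cannot go below p = 0.0833, so shifts of ORs, OR pseudogenes, ORs beyond mature OSN markers and ORs by signal level, which passed without the block, count there by direction and size alone. OR decreases numbered 621 to 882 except at the study's criteria and with brighter clusters alone, and 800 to 840 with 1 mouse left out.

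Raising the knockouts by the mature OSN shift, or centring on the mean or median of that list, called 22525, 22528 and 22554 clusters, and 87, 88 and 91 ORs higher, by construction of these scalings. At the study's criteria, values rescaled to the mature OSN list gave 19987 clusters, 454 ORs lower and 42 higher. Without rescaling the same criteria gave 923 clusters, 482 ORs lower and 0 higher. Brighter clusters alone gave 1092 clusters, 218 ORs of 243 and 5 TAARs lower, since fewer clusters were tested. Array weights, the title series as a block, and leaving out both mice numbered 3 each called 1 OR higher, and leaving out 1 mouse called 0 to 1.

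Centring on the mean of the mature OSN list turned Lhx2 to 0.29, the axon guidance list to 0.28, Cnga2 to 0.058, Ric8b to 0.012, Pcna to 0.54, Foxj1 to 0.12, Csf1r to 0.44, Alpl to 0.43, Atf5 to 0.12, Ebf3 to 0.33, Casp9 to 0.54 and Bcl2l11 to 0.39. It moved OR pseudogenes to -0.027, vomeronasal receptors to 0.67, Taar8c to 0.17, Olfr156 to 0.017, Nr4a1 to 0.060 and Egr1 to 0.43. It also ended the calls of Omp, Taar5, Taar8b, Olfr308, Stmn4 and Nrp1. Lhx2 was -0.19 after centring on the array median and -0.28 to -0.22 with 1 mouse left out. Vomeronasal receptors shifted by 0.074 after quantile normalization and by 0.10 to 0.16 with 1 mouse left out, and the class I minus class II difference was 0.19 to 0.33. Where no construction is named, the cause was not tested. Replicate numbers only name the mice. Uncalled ORs had a median control level of 7.15 and called ones of 8.40, but only 6 of the 170 uncalled lay below the median vomeronasal receptor of 4.4, so how far signal over background limits dim ORs stays open.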

Other observations

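The gene families below, the counts at the study's criteria without rescaling, the test of guanylyl cyclase D neurons and both tests of motile cilium genes were chosen only after their values were seen. Potassium channel genes changed in both directions. Of 92 potassium channel subunit genes, 11 were lower, among them Kcng1 (-1.24 ± 0.14), Kcnmb3 (-1.02 ± 0.11), Kcnq1 (-0.84) and Kcnn2 (-0.79), and 7 were higher, among them Kcnd3 (1.69 ± 0.14), Kcnb2 (1.21 ± 0.08), Kcnn3 (0.92) and Kcnc1 (0.79). The neurofilament genes Nefl (0.97 ± 0.08), Nefh (0.93 ± 0.08) and Ina (0.43) were higher, 3 of 4 tested. Plexins, receptors for semaphorins, were lower for 4 of 9 genes and higher for 0. Of 20 semaphorins, 3 were lower (Sema7a -1.60, Sema3e -1.14 ± 0.11 and Sema6c -0.45) and 2 higher (Sema3f 0.67 and Sema3a 0.51).

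Interferon-induced Ifit genes were lower for 3 of 5 members, Ifit1 (-2.15), Ifit1bl2 (-1.33 ± 0.16) and Ifit2 (-1.26 ± 0.13). Of 7 microRNA clusters of the miR-200 and miR-183 groups, Mir183 (-1.09 ± 0.20), Mir200a (-0.81 ± 0.17) and Mir96 (-0.62 ± 0.15) were lower. A cluster with several symbols, Gm13648 and Mir429, is not counted among the lower ones, but it fell as well (-1.23, adjusted p = 0.000604). Among 24 phosphodiesterases, Pde1b (1.59 ± 0.09), Pde2a (1.60 ± 0.11) and Pde3a (0.47 ± 0.09) were higher and Pde1c was lower (-0.50). Among 9 guanylyl cyclase genes, Gucy1a2 (2.06) and Gucy1b2 (0.67) were higher.

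A larger number of guanylyl cyclase D neurons was tested as a candidate explanation of the Pde2a increase. It is argued against by the median change of Gucy2d, Cnga3 and Car2, other markers of these neurons, which was -0.10. The cell type in which Pde2a rose was not tested, so a change inside OSNs stays open as a hypothesis.

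Motile cilium genes had a median change of -0.18 over 31 measured genes, of which 22 had a negative fold change (71.0%), 9 were called lower and 0 higher in limma. The list passed camera with a preset correlation (p = 6.56e-07) but not with an estimated one (p = 0.0652). Fewer multiciliated respiratory cells and fewer mature OSNs, from whose list median the cilium median differed by 0.26, cannot be told apart here, since both values lay between the bounds set for the tests.

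At the study's criteria on rescaled values, 454 OR clusters were lower here. That is lower than the value quoted from the study above. At the same criteria, 42 OR clusters were higher here. That is higher than the value quoted from the study above. The mean OR reduction after rescaling to the 31.4% fall of the mature OSN list was 24.2%. That is lower than the value quoted from the study above. The mature OSN list, a different and shorter one, was reduced by 31.4%. That is higher than the value quoted from the study above. The OR clusters here are the 1023 with a single symbol, and the rescaling is a larger one. The study's own, smaller factor was not applied here. The differences in mean reduction and in ORs higher are therefore not evidence against the study's values. Without rescaling the mean OR reduction was 48.0% and no OR cluster was higher. The count of decreases at the same criteria moved little, to 482. Within these data that count depended more on the test, since limma without rescaling called 763 lower at an adjusted p under 0.01. The study also used t-tests, so this does not explain its count. The set of clusters over which it adjusted is not given in the sources used here. Other sets were not tried with the t-test at these criteria.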
